A study of Mus musculus with 3 samples.

How the data were processed

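Single-cell RNA sequencing was done on palatal shelves of wild-type C57BL/6J mouse embryos at embryonic days 13.5, 14.5 and 15.5 (E13.5, E14.5, E15.5), with 1 library per stage. Per the labels, tissue of 3 embryos was pooled for each library, dissociated with an enzyme, and the single cells were fixed in methanol for the 10x Genomics droplet protocol. In that protocol each cell is captured in a droplet with a barcode, and each captured RNA molecule carries a unique molecular identifier (UMI), so that a count is a number of molecules and not of reads. The deposited matrices hold raw UMI counts per gene and cell barcode, made with Cell Ranger 6.1.2 per the file headers. The genome build and the annotation behind these counts are not stated by the files. The barcodes had already been restricted to called cells, since the smallest total of any barcode was 500 UMIs.

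The 3 libraries held 4236, 2079 and 3113 barcodes. Barcodes with under 500 genes were left out (544, 304 and 473), as were barcodes with over 20% mitochondrial UMIs, of which there were 0. Doublets were scored with scrublet, as run by scanpy 1.11.5, in each library. Its automatic threshold called 0, 3 and 2 cells, which is 0.0617% of all cells and too few for the threshold to have worked, so the highest scores were left out at a rate of 0.8% per 1000 barcodes. This removed 109, 25 and 56 cells and left 3583, 1750 and 2584, or 7917 in all.

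The 3 libraries were clustered together. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen with the stage as the batch, values were capped at 10 after scaling, and 30 principal components and 15 neighbours went into Leiden clustering at resolution 1 (igraph 0.11.9). No correction between libraries was applied. Each of the 23 clusters was named from marker lists of 13 classes. A marker counted for a cluster when it reached 20 CPM (the standard unit of a gene's counts scaled to the total of the cells summed), 2 times the lower quartile over clusters, and the mean over clusters. The class with the largest share of its markers counted gave the name when at least 3 were counted, unless another class had more markers among the 10 genes with the largest fold. The order of these naming rules was settled while the clusters were being named. A rule that keeps a cluster with at least 3 pituitary hormone genes among those 10 without a name was set after the data had been seen, and it applied to 0.726%, 2.0% and 1.24% of the cells of the 3 libraries. Classes are called mesenchymal-like and so on, because the names rest on RNA alone. Mesenchymal-like, osteogenic-like and chondrogenic-like cells were analysed together as the mesenchymal lineage, so that bone genes were not read from clusters that these genes define.

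For each stage the UMIs of a gene were summed over the cells of the lineage or of the epithelial-like class and divided by the total to give CPM, with an exact Poisson 95% interval. Stages were compared by the log2 ratio of CPM, with 1 CPM added to both. With 1 library per stage there are no replicates, so no test between stages was run, and all intervals cover counting error alone. Shares of cells carry exact Clopper-Pearson 95% intervals. A count of 0 allows 3 counts of the total as its upper limit. A fold given as at least a value is against this limit and leaves out the error of the higher count.

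Gene lists were fixed before the data were examined: Wnt ligands (15 genes), secreted or membrane Wnt antagonists (15), Wnt targets (10), osteogenic genes (16), palate regulators (17), extracellular matrix (14), S phase (15), G2 and M phase (17), early response and stress (16), and epithelial palate genes (20), the last one in the epithelium. Genes with a mean under 5 CPM over the 3 libraries were left out of a list's median. The median was placed among those of 10000 random lists of the same size, matched on mean expression, as a description of these libraries. The interval of a median comes from 2000 Poisson draws. Lists of forebrain (16 genes), peripheral neuron (13 genes found), olfactory neuron (14) and pituitary (12) genes were written later, for tests of explanations in the closing section. A few genes of these lists and of the ranked changes are not reported here by name.

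The share of lineage cells with a UMI of a gene was taken after thinning every cell to 1500 UMIs. Endothelial-like and myeloid-like cells together served as the background. For Pax9, counts were also summed over thinned lineage cells with and without a Pax9 UMI within each library. Sex was read from Xist and from 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty).

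Named genes were chosen by a rule fixed before the data were examined. They are the 3 largest and 3 smallest log2 ratios of E15.5 to E13.5 in each list, 8 genes of set interest (Pax9, Sost, Axin2, Lef1, Runx2, Sp7, Shh and Tgfb3), and the largest changes among genes with at least 100 CPM in the higher stage. The latter were 8 rises and 8 falls of E15.5 against E13.5 and 4 of each for the other comparisons in the lineage, and 5 of each in the epithelium. Mitochondrial, ribosomal, haemoglobin, Xist and Y-linked genes were left out of the largest changes. Positions are from GENCODE M21 on GRCm38, joined by Ensembl identifier. Of the 32285 identifiers, 32158 were in that annotation, as were all 97 named genes.

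The comparison was checked on simulated data, in which 200 genes were changed at least 2-fold in count tables of these sizes. The simulated counts had Poisson error alone, with no other difference between libraries and no shift in cluster mix. The check thus covers counting error and not the comparison of stages. The direction was right for 100% of them in the lineage for E15.5 against E13.5, for 99.5% for E15.5 against E14.5 in the lineage, and for 98.0% in the epithelium. Of 100 lists of unchanged genes in each case, 5, 2 and 7 lay outside the central 95% of random lists.

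Alternatives changed the cell filter, the doublet step, the clustering resolution (0.5 and 2), the joint clustering, the scaling (without mitochondrial and haemoglobin genes, or by median-of-ratios size factors), the pseudocount (10 CPM), the filter on low genes (none, or 20 CPM), the weight of each cell, the sex of the cells, the cells summed, and the thinning (1000, 2500 or none). A further pair, with a fixed cluster mix and without the cluster that holds most E13.5 mesenchymal-like cells, was chosen after seeing the data. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9.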

Results

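RNA was counted in single cells of the palatal shelves, the paired outgrowths of the upper jaw that rise and fuse to form the secondary palate. The libraries came from wild-type mouse embryos at E13.5, E14.5 and E15.5, with 1 library per stage and 3 embryos pooled in each. There are no replicates, so the values below describe 3 libraries, and their intervals cover counting error only. The libraries held 11472663, 5293977 and 8313677 UMIs in 4236, 2079 and 3113 barcodes at E13.5, E14.5 and E15.5. Median UMIs per barcode were 1735, 1614 and 1699, and median genes per barcode were 1078, 1005 and 1008. Mitochondrial RNA made up a median of 0.493%, 0.438% and 0.528% of a barcode's UMIs.

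The makeup of the tissue at each stage was described from clusters of 7917 cells. Mesenchymal-lineage cells made up 18.1% of the E13.5 library (647 of 3583 cells, 95% interval 16.8 to 19.4). They made up 69.4% at E14.5 (1214 of 1750, 67.2 to 71.5) and 68.3% at E15.5 (1765 of 2584, 66.5 to 70.1). Neuronal-like cells were 52.0% of the E13.5 library (50.3 to 53.6), 7.49% at E14.5 (6.30 to 8.82) and 6.62% at E15.5 (5.69 to 7.65). Cells of clusters without a name were 23.3% at E13.5, 2.34% at E14.5 and 1.82% at E15.5. With at least 1000 genes per cell, cells without a name were 32.4%, 10.5% and 8.66%. At resolution 0.5 the lineage held 14.9%, 50.6% and 51.2% of the 3 libraries, and with at least 1000 genes per cell 14.3%, 57.0% and 59.6%. Neuronal-like cells were 45.8% at E13.5 with at least 1000 genes, and 9.52% and 8.22% at the later stages with no doublets left out. Epithelial-like cells were 4.55% (3.89 to 5.28), 9.71% (8.37 to 11.2) and 12.9% (11.7 to 14.3) of the libraries. Endothelial-like cells were 0.279%, 2.91% and 2.52%, myeloid-like cells 0.781%, 4.34% and 4.68%, glial-like cells 0.754%, 2.51% and 2.67%, and muscle-like cells 0.335%, 1.31% and 0.464%. No cluster was named mural, erythroid, melanocytic or megakaryocyte-like, and such cells inside other clusters were not counted.

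**Figure D1:**
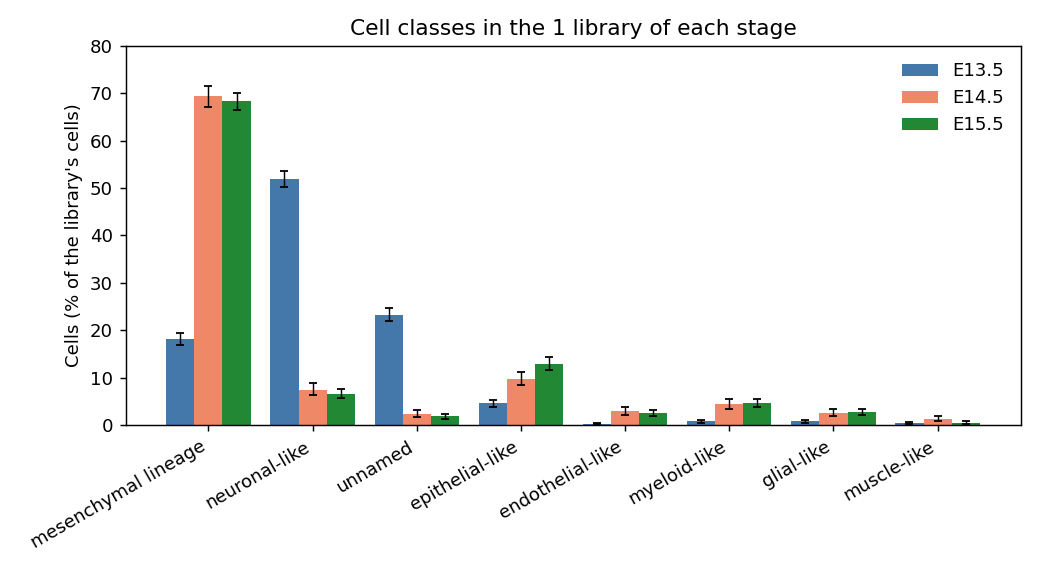
Percent of each library's cells (vertical axis) in each class, 1 bar per stage, with exact 95% binomial intervals for counting error. The mesenchymal lineage is 18.1% of cells at E13.5 against 69.4% and 68.3% later, and neuronal-like cells are 52.0% at E13.5 against 7.49% and 6.62%.

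The clusters were shared unevenly between the libraries. A group of 5 clusters took over 90% of its cells from E13.5, and these clusters held 2633 of the E13.5 cells, or 73.5% (72.0 to 74.9), against 1.03% and 1.47% of the later libraries. A cluster drawn mostly from 1 library may be a property of that library and not a cell type of the stage. Within the lineage the mix differed as well. A single mesenchymal-like cluster held 58.1% of the lineage cells at E13.5, but 6.67% at E14.5 and 5.16% at E15.5. The chondrogenic-like cluster held 10.0%, 5.27% and 1.70% of the lineage cells, and the osteogenic-like cluster held 24, 285 and 311 cells. Every comparison with E13.5 below therefore compares lineages of unlike makeup, and values with the cluster mix held fixed, a setting chosen after seeing the data, are given where they change a direction. That setting uses the 5 of 9 lineage clusters with at least 20 cells per stage, which hold 95.2%, 57.3% and 47.1% of the lineage cells at E13.5, E14.5 and E15.5. In it the osteogenic-like cluster carries 27.4% of the weight, though it held only 24 cells at E13.5. No counting interval was computed for values under it.

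Expression in the mesenchymal lineage was compared between the libraries of the 3 stages. Whether the E13.5 lineage also holds mesenchyme from outside the palate was not tested, so its ratios may not be a time course of the palate. The summed lineage held 1565720, 3346327 and 5087559 UMIs, so that 1 UMI stands for 0.639, 0.299 and 0.197 CPM. Pax9, the transcription factor that the study's question centres on (ENSMUSG00000001497, chromosome 12, 56691767 to 56712822 on GRCm38, plus strand), stood at 61.3 CPM at E13.5 (95% interval 49.7 to 74.9). It stood at 110 CPM at E14.5 (98.7 to 121) and 146 CPM at E15.5 (136 to 157), a log2 ratio of E15.5 to E13.5 of 1.24. Summing all cells of the library moved this ratio most, to 2.68, and holding the cluster mix fixed gave 0.59. Axin2, a Wnt target (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783, plus strand), was at 35.1 CPM (26.5 to 45.7), 40.9 CPM (34.4 to 48.4) and 46.0 CPM (40.3 to 52.3). Its log2 ratio of E15.5 to E13.5 was 0.38, and -0.60 with the cluster mix fixed. Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356, plus strand) was at 87.5, 84.0 and 50.9 CPM, and its log2 ratio of E15.5 to E13.5 was -0.77. Runx2, a regulator of bone formation (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797, minus strand), was at 324 CPM (297 to 354), 936 CPM (903 to 969) and 1002 CPM (975 to 1030). Sp7, which acts after Runx2 (ENSMUSG00000060284, chromosome 15, 102356606 to 102367182, minus strand), had 1, 70 and 81 UMIs. The Sp7 ratio of E15.5 to E13.5 was 24.9-fold, with a counting interval of 4.35 to 997.

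**Figure D2:**
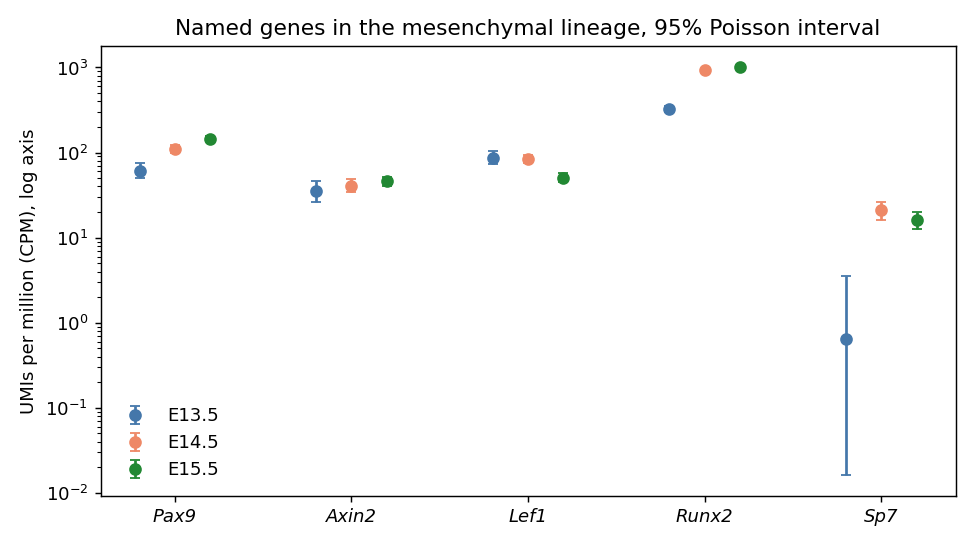
CPM on a log axis of Pax9, Axin2, Lef1, Runx2 and Sp7 summed over mesenchymal-lineage cells, 1 point per stage with exact 95% Poisson intervals. Pax9 stands at 61.3, 110 and 146 CPM and Runx2 at 324, 936 and 1002 CPM; Sp7 at E13.5 rests on 1 UMI.

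Sost encodes sclerostin, the Wnt antagonist named by the study (ENSMUSG00000001494, chromosome 11, 101962458 to 101967015, minus strand). It had 0 UMIs in the lineage at each stage, which allows up to 1.92, 0.897 and 0.590 CPM at E13.5, E14.5 and E15.5. Over all barcodes it had 3 UMIs at E13.5 and 0 at both later stages, so Sost RNA was not detectable in the lineage at this depth.

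Among the 8 largest rises of E15.5 against E13.5 in the lineage, Ibsp (ENSMUSG00000029306, chromosome 5, 104299171 to 104311469, plus strand) had 0 UMIs at E13.5, 1108 at E14.5 and 655 at E15.5, at least 67.2-fold higher at E15.5. Gfra2, Pde10a, Ccnb1ip1, Anxa1, Cntn6, Nxph1 and Npnt followed, with log2 ratios from 3.54 for Gfra2 to 3.13 for Npnt. Nxph1 changed direction when all cells of the library were summed (-0.28). The 8 largest falls were Nnat (-2.86), Bmpr1b (-2.81), Cd24a (-2.66), Stmn2 (-2.61), Tubb2b (-2.61), Mia (-2.54), Cnmd (-2.53) and Col9a1 (-2.35). Of these, Cnmd and Col9a1 are markers of the chondrogenic-like cluster, whose part of the lineage shrank, and Stmn2 is a neuronal marker. Tubb2b was a top gene of a cluster without a name that held 224 cells at E13.5, 2 at E14.5 and 0 at E15.5. Free RNA was not tested for the other falls, so they need not be changes within mesenchymal cells. The 8 neuronal markers together stood in the E13.5 lineage at 11.9% of their level in the clusters taken almost wholly from E13.5.

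Between E13.5 and E14.5 the 4 largest rises were Ibsp, at least 173-fold, Ccnb1ip1 (3.47 on the log2 scale), Fstl5 (3.38) and Cntn6 (3.31). The falls were Tubb2b (-1.92), Klf2 (-1.74), Hmgb3 (-1.64) and Bmpr1b (-1.62). Between E14.5 and E15.5 the largest rises included Cntnap2 (2.36), Camk1d (1.36) and Fosb (1.12). The 4 largest falls were Matn1 (-2.21), Col9a3 (-2.09), Col2a1 (-1.87) and Fstl5 (-1.86). Matn1, Col9a3 and Col2a1 are again chondrogenic markers. Fstl5 was among the top genes of a neuronal-like cluster and did not keep its direction: with no doublets left out its ratio of E14.5 to E13.5 was -0.33, and with each library clustered alone it was -0.80, with 1.23 for E15.5 against E14.5.

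Wnt genes were compared as lists, since the study asks about Wnt-dependent steps. The median log2 ratio of E15.5 to E13.5 was 1.11 for the 9 Wnt antagonists above 5 CPM (counting interval 0.90 to 1.27), at percentile 99.96 of matched random lists. Summing all cells moved it most, to 1.92. Of these 9 genes, 8 rose, among them Wif1 (10.2, 35.6 and 72.1 CPM), Dkk2 (109, 273 and 413 CPM) and Kremen1 (12.1, 29.3 and 42.7 CPM), while Sfrp1 had a log2 ratio of -0.17. Dkk3 rose by 0.75 and Frzb by 0.44, the latter reaching -0.39 with the cluster mix fixed and -0.12 without the cluster that held most E13.5 mesenchymal-like cells. The 7 Wnt ligands had a median of 0.88 (0.49 to 1.25, percentile 99.05), and 0.67 with the cluster mix fixed, which is inside the central 95% of random lists. Wnt16 (2.00), Wnt2 (1.20) and Wnt9a (0.96) rose most, and Wnt5b (-0.27), Wnt4 (-0.10) and Wnt11 (0.85) were the smallest. The 8 Wnt targets had a median of 0.23 (0.06 to 0.45, percentile 80.97), within the random range. It was -0.53 with the cluster mix fixed, below the central 95% of random lists (percentile 1.83), but 0.44 without the cluster that held most E13.5 mesenchymal-like cells. Tcf7 (1.38), Nkd1 (0.96) and Axin2 rose most, with Nkd1 at -0.31 under the fixed mix, and Ccnd1 (-0.98), Lef1 and Nkd2 (0.12) were the smallest. From E14.5 to E15.5 the medians were 0.43 for antagonists (percentile 100 of random lists), 0.34 for ligands (98.47) and 0.0015 for targets (50.67). The ligand median for that step was 0.08 with the cluster mix fixed and -0.01 in female cells alone.

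Most of the rise in bone genes lay between the E13.5 and E14.5 libraries. The 12 osteogenic genes had a median log2 ratio of 1.78 for E14.5 against E13.5 and 1.52 for E15.5 against E13.5 (1.45 to 1.95), both at percentile 100. From E14.5 to E15.5 the median was -0.14 (-0.23 to 0.11, percentile 13.25), and 0.23 with the cluster mix fixed, which is over 13 genes. Besides Ibsp and Sp7, Alpl rose most (2.99), and Dlx5 (-0.04), Phex (0.14) and Mef2c (0.60) were the smallest. Ibsp lies above the list's median with its ratio set at its bound.

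The 16 palate regulators had a median of 0.86 for E15.5 against E13.5 (0.64 to 1.01, percentile 100) and 0.33 for E15.5 against E14.5. Eda (2.02), Fgf7 (2.01) and Fgf10 (1.88) rose most. Barx1 (-0.90) and Tbx22 (-0.51) were among the genes that fell, and Barx1 was at 0.68 over all cells of the library. The 14 matrix genes had medians of 1.48 (1.37 to 1.62, percentile 100) and 0.28 for the same comparisons. Col6a1 (2.32), Postn (2.10) and Dcn (2.03) rose most, while Hapln1 (-1.64), Fn1 (-0.31) and Vcan (0.04) were the smallest. Hapln1 was at 0.08 with the cluster mix fixed, and Fn1 at 1.18 over all cells.

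Cell-cycle genes fell. The S-phase list had a median of -0.40 for E15.5 against E13.5 (percentile 1.85), with Mcm3 (-1.23), Cdca7 (-1.03) and Rrm2 (-0.84) falling most and Slbp (0.08), Cdc6 (-0.04) and Pcna (-0.07) least. The G2 and M list had a median of -0.42 (percentile 1.51), with Ube2c (-1.27), Plk1 (-1.11) and Birc5 (-1.06) falling most and Mki67 (0.22), Aurkb (0.07) and Cenpe (-0.04) least. Rrm2 and Ube2c are also top genes of a cluster without a name that held 584 cells at E13.5, 4 at E14.5 and 15 at E15.5. Free RNA of those cells could add to the falls from E13.5, which was not tested for cell-cycle genes. With the cluster mix fixed the G2 and M median was -0.04, inside the random range, and a cycling cluster held 11.1%, 9.80% and 8.16% of the lineage. From E14.5 to E15.5 the G2 and M list fell in 17 of 17 genes, with a median of -0.35, but the median was -0.00022 with the cluster mix fixed. Early response and stress genes rose in 16 of 16 genes from E14.5 to E15.5 (median 0.63, 0.56 to 0.78, percentile 100; 0.28 in female cells alone), and their median for E15.5 against E13.5 was 0.77. Hspa1b (3, 118 and 465 UMIs) had a ratio of E15.5 to E13.5 of 47.7-fold with a counting interval of 16.2 to 232, followed by Hspa1a (4.00 on the log2 scale) and Ier3 (2.29). Jund (-0.45), Jun (-0.40) and Atf3 (-0.36) were the smallest.

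**Figure D3:**
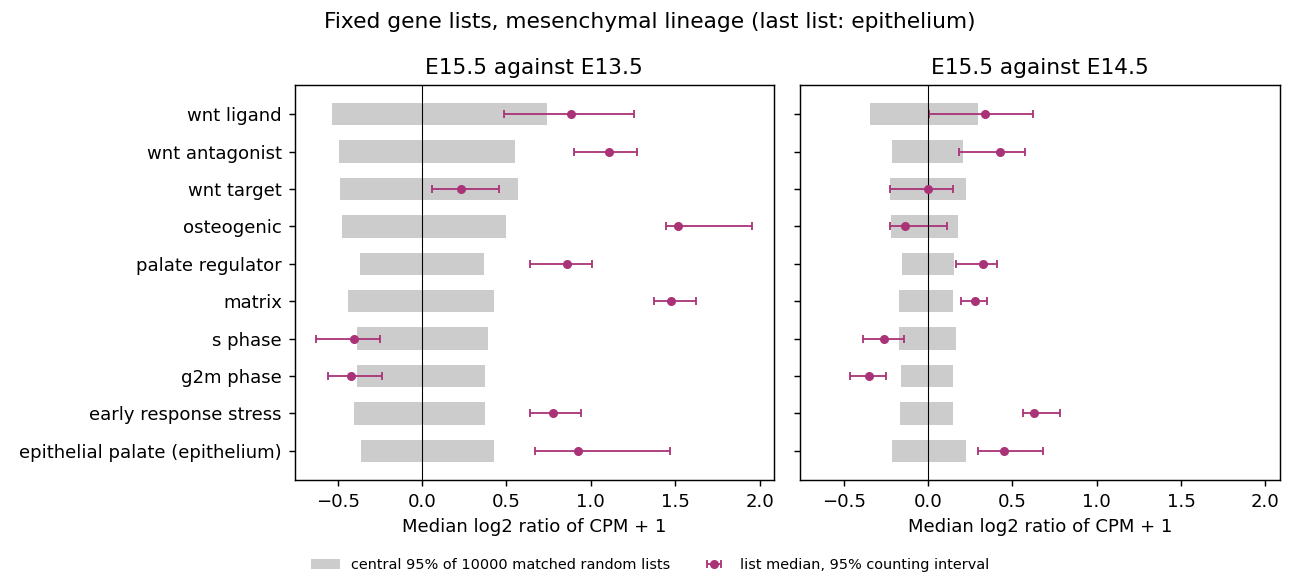
Median log2 ratio of CPM + 1 (horizontal axis) of each gene list, for E15.5 against E13.5 and for E15.5 against E14.5; points are list medians with 95% counting intervals and grey bars the central 95% of 10000 matched random lists. The osteogenic median is 1.52 against E13.5 and -0.14 against E14.5, and the Wnt target median of 0.23 against E13.5 lies inside its grey bar.

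The epithelium was compared in 163, 170 and 334 epithelial-like cells with 491102, 559056 and 1214932 UMIs. Keratins are among the markers that define this class, and the keratin-rich cluster held 21 of its cells at E13.5, 54 at E14.5 and 174 at E15.5. Another cluster, with Bpifa1 among its top genes, held 142, 105 and 144. The E13.5 epithelium thus came mostly from that other cluster, so these comparisons too are of unlike makeup. Whether its cells cover the palate or tissue nearby was not tested. The 18 epithelial palate genes had a median log2 ratio of E15.5 to E13.5 of 0.92 (0.67 to 1.47, percentile 100), 1.81 over all cells of the library and 0.52 with the cluster mix fixed. Krt6a had 0, 26 and 177 UMIs, at least 23.9-fold higher at E15.5 than at E13.5, and Krt5 (4.19) and Krt15 (3.83) followed. Shh (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256, minus strand) had 7, 0 and 6 UMIs, at least 2.66-fold lower at E14.5 than at E13.5 by the limit of a 0 count, and at most 0.609-fold by the counting interval of both counts. Its ratio of E15.5 to E13.5 was 0.346-fold with a counting interval of 0.0962 to 1.20, so a change between those 2 stages was not detectable. Tgfb3, which acts in fusion of the shelves (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041, minus strand), had 6, 6 and 12 UMIs, at 12.2 CPM (4.48 to 26.6), 10.7 CPM (3.94 to 23.4) and 9.88 CPM (5.10 to 17.3), with no detectable change. Grhl3 was at -0.87 on 13, 2 and 17 UMIs. Pax9 in the epithelium had 9, 38 and 43 UMIs, or 18.3, 68.0 and 35.4 CPM. Its log2 ratio of E15.5 to E13.5 was 0.91 (counting interval of the fold 0.929 to 4.51), and -0.35 with the cluster mix fixed. For E15.5 against E14.5 its log2 ratio was -0.92 (counting interval of the fold 0.329 to 0.828). That fall did not hold in female cells alone (0.17) or over all cells of the library (0.25). The largest rises were Bpifa1, Krtdap, Wfdc18, Krt13 and Dynlrb2, each with 0 UMIs at E13.5. Bpifa1 was at least 103-fold higher at E15.5, Krtdap at least 86.4-fold, Wfdc18 at least 59.2-fold, Krt13 at least 54.7-fold and Dynlrb2 at least 31.4-fold. Dynlrb2 was a top gene of a ciliated cluster that held 0, 11 and 16 cells. The largest falls were Oc90 (84, 64 and 0 UMIs, at least 69.3-fold lower), Aldh1a3 (-2.84), Galntl6 (-2.59), Nnat (-2.43) and Isl1 (-2.12).

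The share of lineage cells with a UMI was compared at 1500 UMIs per cell, which left out 256, 488 and 657 cells and kept 391, 726 and 1108. A Pax9 UMI was present in 6.91% (4.60 to 9.89), 14.7% (12.2 to 17.5) and 18.3% (16.1 to 20.7) of the kept cells, against 0 of 21, 0 of 77 and 0 of 106 endothelial-like and myeloid-like cells. Median depths before thinning were 2705, 2798 and 3027.5 UMIs in the lineage and 2710, 2979 and 3030 in the background cells, of which 17, 50 and 80 were left out. Without thinning the Pax9 shares were 10.2%, 19.7% and 24.6%, and the background shares 0%, 2.36% and 0.538%. A Runx2 UMI was present in 22.0%, 43.3% and 45.1% of lineage cells (25.0%, 46.3% and 49.2% unthinned), against 4.76%, 7.79% and 5.66% of background cells (5.26%, 11.0% and 9.14% unthinned). For Axin2 the shares were 3.07%, 5.92% and 7.40% (8.04%, 10.1% and 11.0% unthinned), against 0%, 1.30% and 0.943% (2.63%, 3.94% and 2.15% unthinned). The background cells were few: 0 of 21, 77 and 106 cells have upper bounds of 16.1%, 4.68% and 3.42%, 1 of 21 has 23.8% and 1 of 77 has 7.02%. The intervals of Pax9, Axin2 and Runx2 (18.0 to 26.4) at E13.5, and of Axin2 at E14.5 (4.32 to 7.90), therefore overlapped those of the background at this depth. Without thinning the interval of Runx2 at E13.5 (21.7 to 28.6) lay above that of the background (0.644 to 17.7). Sp7 was in 0%, 3.03% and 2.17% (0.155%, 4.61% and 3.85% unthinned), against 0% of background cells at each stage. The thinned Sp7 shares lay below the background's upper bounds of 16.1%, 4.68% and 3.42%. The unthinned intervals at E14.5 (3.50 to 5.95) and E15.5 (3.00 to 4.86) lay above the unthinned bounds of 2.86% and 1.96%. Sost was in 0 cells of the lineage, with upper bounds of 0.939%, 0.507% and 0.332%, and in 0 background cells.

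Wnt genes in lineage cells with and without a Pax9 UMI address the link between Pax9 and Wnt that the study asks about. At E14.5 (107 against 619 cells) the median log2 ratios were 0.19 for ligands, 0.30 for antagonists and 0.25 for targets, and at E15.5 (203 against 905 cells) they were -0.01, 0.19 and 0.21. All of these counting intervals held 0. At E13.5 (27 against 364 cells) 1 UMI in the Pax9-positive cells stands for 24.7 CPM, and the medians were -2.22 for ligands, -2.70 for antagonists and 0.06 for targets. The ligand median lay at percentile 50.07 of matched random lists, the middle of what lists of such genes gave there, and the antagonist median at percentile 0.22. The ligand and antagonist medians changed sign at 2500 UMIs per cell (0.03 and 0.17) and without thinning (0.11 and 0.91), so their direction was not settled at this depth. The target median was above 0 in 3 of 3 libraries, but at 1000 UMIs per cell it was below 0 in each (-0.58, -0.012 and -0.25). The antagonist median was above 0 in both later libraries, and -0.14 at E15.5 with 1000 UMIs, so these directions were not settled either.

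The sex of the cells was read because each library pools embryos. Xist was detected in 59.6% of cells at E13.5 (57.9 to 61.2), 32.1% at E14.5 (29.9 to 34.4) and 72.1% at E15.5 (70.3 to 73.8). Requiring at least 1000 genes moved these shares most, to 73.2%, 40.6% and 83.9%. A Y-linked UMI was detected in 2 of 3583 cells at E13.5, in 30.5% of cells at E14.5 (28.3 to 32.7) and in 0 of 2584 at E15.5, with an exact upper bound of 0.143%. Comparisons with E14.5 thus compare a library with male cells against libraries almost without them.

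**Figure D4:**
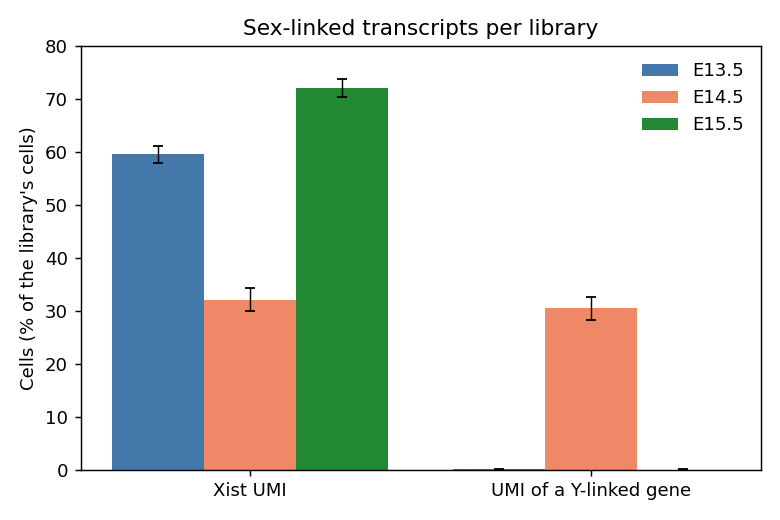
Percent of each library's cells (vertical axis) with a UMI of Xist and with a UMI of any of 4 Y-linked genes, 1 bar per stage, with exact 95% binomial intervals. Y-linked UMIs are in 30.5% of E14.5 cells, in 0.0558% of E13.5 cells and in 0 of 2584 E15.5 cells.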

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

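The tests of the E13.5 clusters, of the olfactory and pituitary clusters, and of Fos and Fosb with a fixed cluster mix were chosen after the data had been seen.

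Cells outside the lineage and the epithelium, whose expression the report compares, made up most of the E13.5 library: 73.5% of its cells lay in 5 clusters drawn almost wholly from it, against 1.03% and 1.47% of the later libraries. Free RNA would give neuronal markers a like level in all cells, but they stood 8.75-fold higher (median of 8 markers) in these clusters than in the E13.5 lineage. Poor barcodes would drop out under a stricter filter, but 73.2% of the E13.5 cells with at least 1000 genes lay in these clusters. Droplets that mix neural and mesenchymal cells would carry much mesenchymal RNA. In 4 of the clusters (67.2% of the library) 12 mesenchymal markers stood at a median of 5.65% of their lineage level, which argues against it there. In the remaining cluster (224 cells) they stood at 28.8%, with a median of 7091.5 UMIs against 1958 in the other E13.5 cells, so mixed droplets are a candidate explanation for that cluster. A brain sample without palate under this label would lack palate genes, but the E13.5 lineage had 96 UMIs of Pax9 and 44 of Osr2. Osr2 is among the markers that name mesenchymal-like clusters, so its count partly restates the choice. Whether other tissue of the head would carry both genes was not tested. A library of a later day is argued against by embryonic globins, which made up 29.3% of haemoglobin UMIs at E13.5, 1.44% at E14.5 and 0.668% at E15.5. An earlier day cannot be told apart from E13.5 by the same 29.3%, since no earlier stage was at hand to compare. A candidate explanation is forebrain tissue taken along in the dissection. The median of 16 forebrain genes was 40.0 CPM in these clusters against 2.77 CPM for 13 peripheral neuron genes, a ratio of 10.9 with 1 CPM added to both. The most abundant forebrain gene was Bcl11b at 309 CPM, though Bcl11b was also at 75.4 to 92.6 CPM in the lineage of the 3 libraries. At 20 CPM or more the E13.5 lineage had 2 of the 16 forebrain genes and 2 of the 13 peripheral neuron genes, and these clusters had 14 and 1. A true difference between stages stays open and was not tested, as each stage has 1 library.

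An olfactory neuron-like cluster held 6.80% of the E14.5 cells, 1.03% at E13.5 and 5.73% at E15.5, and a pituitary-like cluster held 2.0% of the E14.5 cells, 0.726% at E13.5 and 1.24% at E15.5. Both exceed the limit that a count of 0 allows, and neither is part of the lineage or the epithelium, though the first is counted among the neuronal-like cells. They are named after tissues that lie near the palate. Free RNA is argued against for the olfactory neuron-like cluster: the median gene of its list was 14.0-fold higher there than in cells of no such cluster. For the pituitary list the ratio was 34.7-fold. The pituitary-like cluster was picked out by pituitary hormone genes among its top genes, so that ratio partly restates the choice and decides nothing alone. The most abundant list genes in their own clusters were Ebf1 at 4616 CPM and Pomc at 3114 CPM. Ebf1 also stood at 1047 to 1130 CPM in the lineage, and Pomc at most at 12.8 CPM in the E13.5 and E14.5 lineage. In the E15.5 lineage the most abundant pituitary gene was Cga, at 45.0 CPM. The lineage itself had 4, 6 and 5 of the 14 olfactory neuron genes at 20 CPM or more in the 3 libraries, and 0, 0 and 2 of the 12 pituitary genes. Where these cells came from was not tested.

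Fos and Fosb moved in opposite directions in the epithelium and the lineage from E13.5 to E15.5, the only genes of 150 list genes compared whose counting intervals excluded 0 on opposite sides. Fos had a log2 ratio of -0.53 in the epithelium (-0.80 to -0.27) and 0.51 in the lineage (0.37 to 0.65). Fosb had -0.60 in the epithelium (-1.09 to -0.11) and 0.98 in the lineage (0.73 to 1.26). The difference between the tissues was not tested, since each value rests on 1 library per stage. Another mix of clusters is argued against as the whole cause: with the mix fixed, Fos was at -0.56 in the epithelium and 0.68 in the lineage, and Fosb at -0.69 and 0.73. Handling of the cells may contribute, as these are early response genes, but their list rose by 0.64 in the epithelium from E14.5 to E15.5 and fell by 0.68 from E13.5 to E14.5, so its course there was not that of the lineage.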

How the results depend on the processing

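The alternatives with a fixed cluster mix and without the cluster that holds most E13.5 mesenchymal-like cells were chosen after seeing the data; all others were set before. Where a value moved, the cause was not tested. The setting with male cells alone was not run, as there are 0 male lineage cells at E13.5 and at E15.5. The list medians of the main comparisons stayed within their counting interval in 128 cases, moved in 22 and reversed in 2. Among the ratios of single genes, 1485 values stayed, 318 moved and 19 reversed. Of the 93 Pax9 medians that stayed within their interval, most intervals were wide and held 0, so this says little about stability. Scaling without mitochondrial and haemoglobin genes, or by size factors, moved none of these list medians or gene ratios beyond counting error.

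At resolution 0.5 the mesenchymal lineage was 14.9%, 50.6% and 51.2% of the 3 libraries, neuronal-like cells 56.7% at E13.5 and epithelial-like cells 11.7% at E14.5. At resolution 2 the lineage was 15.9%, 63.9% and 63.0%, and neuronal-like cells 54.2% at E13.5. With at least 1000 genes the lineage was 14.3%, 57.0% and 59.6%, neuronal-like cells 45.8%, 9.28% and 7.82%, and epithelial-like cells 5.30% at E13.5. Under this filter Xist was in 73.2%, 40.6% and 83.9% of cells and Y-linked UMIs in 40.7% at E14.5; fewer shallow cells are kept by construction. The Wnt antagonist median of E15.5 to E13.5 was then 1.31 and the osteogenic one 1.99. With every deposited barcode, epithelial-like cells were 3.89% at E13.5, the lineage 66.3% at E15.5, Xist 54.2% at E13.5 and 66.1% at E15.5, and Y-linked UMIs 27.3% at E14.5. With no doublets left out, neuronal-like cells were 48.5%, 9.52% and 8.22%, and Fstl5 reversed to -0.33 (E14.5 against E13.5). With each library clustered alone, neuronal-like cells were 47.6% at E13.5 and 7.78% at E15.5, the lineage 65.8% at E14.5, and the osteogenic median of E15.5 to E14.5 was -0.31. Fstl5 then reversed to -0.80 (E14.5 against E13.5) and 1.23 (E15.5 against E14.5), and Runx2 to -0.0030 (E15.5 against E14.5).

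In female cells alone the Wnt ligand median of E15.5 to E14.5 reversed to -0.0093 and the osteogenic one was 0.16. Fstl5 reversed to -0.33 (E14.5 against E13.5) and 1.63 (E15.5 against E14.5), and Pax9 in the epithelium to 0.17 (E15.5 against E14.5). Over all cells of the library, medians of E15.5 to E13.5 were 1.81 for epithelial palate genes, 2.48 for osteogenic genes, 1.92 for Wnt antagonists, 1.82 for ligands and 1.43 for targets. Barx1 (0.68), Fn1 (1.18) and Nxph1 (-0.28) reversed for that comparison, and Pax9 in the epithelium (0.25) for E15.5 against E14.5. This setting adds the cells of the 5 clusters found at E13.5 by construction. With a pseudocount of 10 CPM the osteogenic median of E15.5 to E13.5 was 1.33. With no filter on low genes, the Wnt antagonist medians were 0.88 (E15.5 against E13.5) and 0.18 (E15.5 against E14.5), and for the latter step the ligand median was 0.00 and the osteogenic one -0.29. With a filter at 20 CPM the epithelial palate median was 1.56 and the ligand one 0.30 (E15.5 against E13.5), and the osteogenic one 0.14 (E15.5 against E14.5).

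With the cluster mix fixed, medians of E15.5 to E13.5 were 0.52 for epithelial palate genes, 2.03 for osteogenic genes and 0.72 for Wnt antagonists, and Wnt targets reversed to -0.53. For E15.5 against E14.5 the osteogenic median was 0.23 and the target one -0.24. Axin2 (-0.60), Frzb (-0.39), Hapln1 (0.084), Nkd1 (-0.31) and Pax9 in the epithelium (-0.35) reversed for E15.5 against E13.5, and Fstl5 for E14.5 against E13.5 (-0.16) and E15.5 against E14.5 (0.66). Values with the mix fixed have no counting interval, so these reversals are of point values alone. Without the cluster that holds most E13.5 mesenchymal-like cells, Frzb reversed to -0.12.

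Depth limits the Pax9 comparisons. The share of lineage cells with a Pax9 UMI was 10.7% at E14.5 and 12.8% at E15.5 at 1000 UMIs per cell, 19.4% and 24.7% at 2500, and 10.2%, 19.7% and 24.6% for the 3 stages without thinning, as fewer UMIs give fewer detections by construction. At E13.5 the Wnt ligand median of Pax9-positive against Pax9-negative cells was 0.00 at 1000 UMIs, 0.029 at 2500 and 0.11 without thinning. The antagonist median was 0.17 at 2500 and 0.91 without thinning, both reversed. The ligand median at E14.5 was -1.03 at 1000 UMIs.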

Other observations

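The tests of free neuronal RNA and of handling were set before their result was seen, and the tests of forebrain genes, of the cluster mix and of sex were chosen after it.

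Genes of the neuronal-like cells were also counted in other cells of the E13.5 library. The 16 forebrain genes stood at a median of 9.54% of their neural level in the E13.5 lineage, 10.6% in epithelial-like and 15.8% in endothelial-like and myeloid-like cells, and at 3.91% or less in each class later. Summed over the 16 genes the level fell less in the lineage, from 14.2% to 18.0% (95% counting interval) at E13.5 to 11.8% and 10.1% later, and in epithelial-like cells (34.6%, 30.2% and 30.9%). In endothelial-like and myeloid-like cells the sum fell as the median did (16.3%, 3.30% and 1.39%). Bcl11b, the most abundant of the 16, stood at 75.4, 92.6 and 86.5 CPM in the lineage. The 8 neuronal markers stood at medians of 11.5%, 5.41% and 3.27% in the lineage, and at 11.9%, 9.79% and 7.25% when summed. In epithelial-like cells their medians were 14.1%, 14.0% and 13.8%, and in endothelial-like and myeloid-like cells the sums were 33.2% (38 cells), 5.09% and 3.36%. For both lists free RNA of the E13.5 library cannot be told apart from RNA of the cells themselves, since the classes differ in how far the levels fell later. Falls of neuronal genes in the lineage, such as Stmn2, could thus be partly or wholly free RNA. A change within mesenchymal cells was not tested apart from it.

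The rises of the lists from E13.5 to E15.5 were recomputed with the cluster mix of the lineage held fixed over 5 clusters with at least 20 cells per stage. The 4 clusters left out hold 31 lineage cells at E13.5, 518 at E14.5 and 934 at E15.5, so the values describe 47.1% of the E15.5 lineage. The osteogenic-like cluster carried 27.4% of the weight on 24 cells and 71961 UMIs at E13.5. The values have no counting interval and were set against random lists alone. In this setting 10 Wnt antagonists and 13 osteogenic genes passed 5 CPM, against 9 and 12 before, so these 2 lists are not the same genes. For the Wnt antagonists (0.72), osteogenic genes (2.03), palate regulators (0.60) and matrix genes (1.21) the median was above the central 95% of random lists, so another mix of these clusters is argued against as the whole cause. Mixing within a cluster was not tested. For the Wnt ligands the median was 0.67, inside the random range, and for the Wnt targets -0.53, below it (percentile 1.83). Without the cluster that holds most E13.5 mesenchymal-like cells these medians were 0.93 and 0.44, both above the 0.88 and 0.23 of the whole lineage. For the Wnt targets the 2 settings disagree, so a part of another mix cannot be told apart from other changes. For the Wnt ligands both values lay within the counting interval of the whole lineage (0.49 to 1.25). As 0.67 lay inside the random range, a part of another mix stays open there too. Stage and library stay confounded for every list.

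Y-linked RNA was almost absent at E13.5 and E15.5. Too little depth is argued against: at 1500 UMIs per cell, 23.9% of E14.5 cells had a Y-linked UMI, against 1 of 2257 at E13.5 and 0 of 1618 at E15.5. A pool of 3 female embryos could arise by chance, in 12.5% of pools at 1 female in 2. This value is for a single pool, and chance would give such pools at both E13.5 and E15.5 more rarely. Chance cannot be told apart from a choice of embryos by sex, since the labels give no sex.

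Early response genes rose from E14.5 to E15.5 beyond the lineage. Their median log2 ratio was 0.64 in epithelial-like, 0.69 in endothelial-like and myeloid-like and 1.21 in glial-like cells, each above the random range, and 0.17 in the olfactory neuron-like cluster, inside it. A rise in most classes is what handling of the cells during dissociation could give (0.64 in the class with the smallest of those 3 rises). From E13.5 to E15.5 the classes did not move together. The median was 0.77 in the lineage and 1.70 in glial-like cells. It was -0.15 in epithelial-like cells, -0.06 in endothelial-like and myeloid-like cells and -0.63 in the olfactory neuron-like cluster. An effect of handling shared by all classes was thus not seen in that comparison. A change with stage in the classes that rose stays open and was not tested.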
